A study of Mus musculus with 23 samples. Its data were reported in "STAT5B leukemic mutations, altering SH2 tyrosine 665, have opposing impacts on immune gene programs" (2025).

How the data were processed

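Single-cell RNA sequencing libraries were made from the lymph node (LN), spleen and bone marrow (BM) of mice carrying wild-type (WT) Stat5b or 1 of 2 changes at tyrosine 665 of the STAT5B protein, Y665F and Y665H. STAT5B is a transcription factor that cytokine receptors activate by phosphorylation. LN, which was taken from WT, heterozygous (het) and homozygous (homo) Y665F mice, also gave libraries of T-cell receptor (TCR) sequences. The series holds 16 expression libraries (7 from LN, 3 from spleen and 6 from BM) and 7 TCR libraries. Groups were read from the sample titles, which give zygosity for LN and not for spleen or BM.

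The deposited expression files hold raw counts of unique molecular identifiers (UMIs) per gene and droplet barcode, which the authors made with Cell Ranger. Per the file headers, version 5.0.0 was used for LN and 6.0.0 for spleen and BM, while the methods of the study give 1 version for all, with the GRCm38 mouse genome. Each deposited TCR table lists the assembled receptor contigs with their barcode, gene segments, CDR3 sequence and UMI count. The methods of the study name quality control in Seurat and state no thresholds, so the filters on cells given here can differ from those of the authors. The labels name a kit that reads the 3′ end of transcripts, and the methods a kit that reads the 5′ end. The ratio of UMIs of variable to constant segments of the T-cell receptor beta locus, which are read from the 5′ end, was between 3.68 and 6.00 in the LN libraries, between 0.909 and 9.87 in BM and between 0.0273 and 0.0298 in spleen. Expression levels were therefore compared only within a tissue, apart from comparisons of Stat5a and Stat5b fold changes between LN and BM and of the direction of the LN calls in the spleen, where a difference between kits can also play a part. Of the 32285 genes in the matrices, 32158 (99.6%) matched the GENCODE vM21 annotation of GRCm38 by identifier. That annotation gave coordinates, transcript length and GC content. The percentage of a transcript shared with other genes was the share of its words of 31 bases that another gene also holds.

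Barcodes with at least 200 genes and at most 10% mitochondrial UMIs were kept. Doublets were scored in each library against simulated doublets. The top-scoring barcodes were removed, at an expected 0.8% per 1000 barcodes. Cells were clustered per tissue on 2000 variable genes, 30 principal components and 20 nearest neighbours with the Leiden algorithm at resolution 1.0 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9). TCR, immunoglobulin, ribosomal, hemoglobin, mitochondrial and sex-linked genes were left out of the variable genes. Clusters were named "X-like" from lists of marker genes. A name needed 3 raised markers, a raised marker being one at 1.5-fold or more. The mean log2 fold of the markers had to reach 0.1 and lead the next class by 0.05, limits which were set after the first clusterings were seen. Other clusters stayed unnamed, and their shares are given. HSC/MPP-like cells join hematopoietic stem cells and multipotent progenitors, GMP stands for granulocyte-macrophage progenitors, and MEP/erythroid-like cells are megakaryocyte-erythroid progenitors and red-cell precursors. CD8 T-like cells were clustered again, and a sub-cluster was named memory-like or naive-like after the higher of the mean log2 folds of the memory and naive markers, where these differed by at least 0.1 and 3 markers of that name were raised. The mean itself needed no minimum, so a sub-cluster could be named with a mean below 0. Differences from the study in cell shares can come from these rebuilt names.

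Cells of 1 library are not replicates. Counts were therefore summed per library and class and tested with the edgeR quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with TMM normalization, filterByExpr and all genotypes of a tissue in 1 model. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the bulk RNA-seq methods of the study. Levels are given as CPM (the usual scaling of counts to a common total), relative to all UMIs of the class or library. Standard errors of log2 fold changes were the fold change divided by the square root of the F statistic. Fixed gene lists were tested with fry, with camera as an alternative, and their p-values were adjusted over the 8 planned list results after the results were seen. Alternatives were judged at 0.05 before adjustment. They were 14 STAT5 target genes named in the text of the study from other assays, 10 cytotoxic genes and 16 interferon-induced genes. Cell shares and TCR measures were tested with an exact two-sided permutation test of the Jonckheere-Terpstra statistic, which asks whether values follow an order of groups. The order was WT, het, homo in LN and Y665H, WT, Y665F in BM. TCR clonotypes were defined by the CDR3 nucleotide sequences and V genes of all productive chains of a barcode with at least 1 alpha and 1 beta chain. Every TCR library was thinned to the number of cells in the smallest, as the mean of 100 draws, and a clonotype of 2 or more cells was counted as expanded. Spleen has 1 library per genotype. It was described with exact (Clopper-Pearson) 95% binomial intervals for shares and exact Poisson intervals for counts, which cover counting error only, and no test was made. Spleen genes needed at least 100 UMIs over the libraries compared, and ratios were taken with 1 CPM added to each side. For the direction of the LN calls in the spleen the minimum was 20 UMIs. A list in the spleen was set beside 10000 random lists of equal size matched on mean expression.

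Groups, tests, thresholds, marker lists, gene lists and the alternatives were fixed before the data were examined, apart from those given here or in the closing section as added later. Genes were named by a fixed rule. Of the called genes with all libraries of one group above all of the other and a mean of at least 10 CPM in the higher group, the 5 that rose most and the 5 that fell most could be named, along with Stat5a, Stat5b and the listed genes. In the spleen the rule took the 5 largest and the 5 smallest ratios in CD8 T-like and Treg-like cells. TCR and immunoglobulin segments, mitochondrial genes, Y-linked genes and Xist were left out of both rules. A fold against a group at 0 UMIs was computed against a floor of 3 UMIs over the group.

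The statistics were tested on simulated data, with 200 genes changed 4-fold. For CD8 T-like cells of homo against WT (9429 genes), edgeR recovered 92.5% of them with 6 false calls, and for HSC/MPP-like cells of Y665F against WT (11677 genes) 91.5% with 12 false calls. On 200 simulated sets without any order, the permutation test gave a p under 0.05 in 1.5% for the LN design and in 2% for the BM design.

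The alternatives were another normalization (RLE), no low-count filter, DESeq2 1.42.0, the replicate number as a block (in BM a term for sex, which goes with the number), thinning to the smallest library total, doublets kept, a minimum of 500 genes per barcode, clustering each library on its own, resolution 2.0, edgeR on cell counts, TCR clonotypes from the beta chain alone or by the deposited clonotype number, TCR cells limited to those of the expression library, no TCR thinning and leaving out each library in turn. A correction of each library for its trend with GC content and transcript length, the addition of unnamed clusters to their closest class, gene lists without the markers that named a class, memory-like spleen sub-clusters limited to those with a mean memory fold of at least 0.1, resolution 2.0 for the spleen shares, and exact tests of BM shares within each sex were added after the data were seen. Total depth ran from 2621583 UMIs (LN het replicate 3) to 55768078 UMIs (BM Y665F replicate 1), and figures were drawn with matplotlib 3.10.9.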

Results

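Expression was measured in single cells of 3 tissues. LN libraries came from WT (n = 2), Y665F het (n = 3) and Y665F homo (n = 2) mice, BM libraries from WT, Y665H and Y665F mice (n = 2 each), and spleen libraries from WT, Y665H and Y665F mice (n = 1 each). The LN mice also gave 7 TCR libraries. LN libraries held between 4613 and 9220 barcodes and differed widely in depth. Their medians per barcode were 874 and 1163.5 UMIs in WT, 3116, 1554 and 368 in het replicates 1, 2 and 3, and 395 and 971 in homo replicates 1 and 2. In het replicate 3, 96.4% of barcodes held fewer than 500 genes, and in homo replicate 1 95.8% did. Fewer than 200 genes were seen in 19.0% and 15.6% of their barcodes, which were left out. Spleen libraries held 7020 (WT), 8212 (Y665H) and 5268 (Y665F) barcodes with medians of 5392, 5046 and 6487 UMIs. BM libraries held 4420 and 11416 (WT), 10595 and 12228 (Y665H), and 18592 and 18742 (Y665F) barcodes, with medians between 1617 and 2809 UMIs. The lowest barcode of BM Y665F replicate 2 held 1179 UMIs, against 500 in every other BM library. By the transcripts of Xist and of Y-linked genes, replicate 1 of each BM genotype came from females (Xist at 774 CPM in WT, 244 CPM in Y665H and 895 CPM in Y665F) and replicate 2 from males. All LN and spleen libraries were male by the same genes.

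The first question was whether the edited gene itself was expressed in every library. The edited codon of Stat5b lies in exon 16 of 19 of transcript Stat5b-201 on the minus strand of chromosome 11 (GRCm38, 100787291 to 100787293), among 786 codons. Stat5b stood at 81.5 and 95.3 CPM in LN WT, at 71.9, 67.6 and 67.1 CPM in het and at 80.5 and 78.4 CPM in homo, summed over all barcodes. In spleen it was 68.0 CPM in WT, 66.9 CPM in Y665H and 49.0 CPM in Y665F. BM levels were 26.3 and 19.3 CPM in WT, 16.6 and 16.7 CPM in Y665H, and 39.6 and 49.3 CPM in Y665F. In 1 edgeR model over LN and BM libraries (14434 genes), Stat5b was higher in BM Y665F than in BM WT by a log2 fold change of 0.83 (SE 0.156, edgeR adjusted p 0.00106), with both Y665F libraries above both WT libraries. In LN homo against WT the change was −0.15 (SE 0.158, adjusted p 0.807). Stat5a, the neighbouring gene, rose by 0.48 in BM (adjusted p 0.0299) and by 0.0066 in LN (adjusted p 1). The matrices count a gene as a whole, so the edited base itself was not read.

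**Figure D1:**
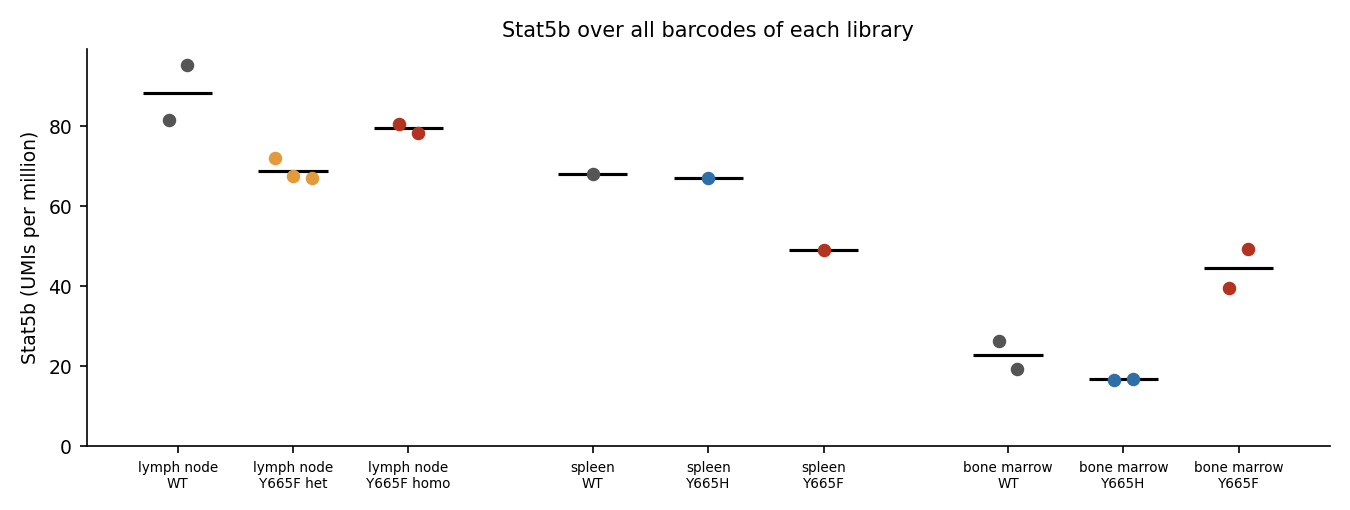
Stat5b CPM over all barcodes (vertical axis) of each library, by tissue and genotype, with 1 point per library and a bar at the group mean. The BM Y665F libraries, at 39.6 and 49.3 CPM, lie above the BM WT libraries, at 26.3 and 19.3 CPM.

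Cell classes of the LN were compared to ask how Y665F changed the mix of lymphocytes with 0, 1 or 2 edited alleles. CD8 T-like cells made up 22.9% ± 4.35 (SD, n = 2) of WT cells, 42.3% ± 11.4 (n = 3) of het cells and 47.2% ± 16.2 (n = 2) of homo cells. All 5 Y665F libraries lay above both WT libraries (19.8% and 25.97%), but the trend over the 3 genotypes did not pass 0.05 (exact two-sided permutation test over 7 libraries, p = 0.0762, where 0.00952 is the smallest p the design allows). B-like cells fell from 32.2% ± 9.83 in WT to 18.7% ± 3.52 in het and 12.9% ± 2.12 in homo, with all 7 libraries in genotype order (exact permutation p = 0.00952). CD4 T-like cells took 24.4% ± 4.47, 23.4% ± 5.35 and 24.3% ± 11.3 (exact permutation p = 0.876), and regulatory T (Treg)-like cells 6.02% ± 0.705, 4.92% ± 1.24 and 5.31% ± 1.02 (exact permutation p = 0.876). With Benjamini-Hochberg adjustment over the 9 LN and BM shares tested, the smallest adjusted p was 0.0857, for LN B-like cells (−19.3 percentage points in homo against WT). This is the smallest value the exact test allows for a single share after adjustment, so it does not count against a difference. EdgeR on cell counts, comparing homo with WT, gave a log2 change of −1.32 for B-like cells (edgeR adjusted p 0.00554 over the same 9 shares) and of 1.04 for CD8 T-like cells (edgeR adjusted p 0.0199). Keeping doublets moved the CD8 T-like share most, from +24.3 to +9.33 percentage points in homo against WT (exact permutation p = 0.438). The difference was +9.98 points at resolution 2.0 (p = 0.438 in the same exact test) and +12.7 points with each library clustered on its own (exact permutation p = 0.276), so its size was not stable. The difference was +22.3 points with at least 500 genes per barcode (exact permutation p = 0.0286). That setting left few cells of het replicate 3 and homo replicate 1, where 96.4% and 95.8% of barcodes held fewer than 500 genes. With unnamed clusters added to their closest class, the difference was +26.6 points (exact permutation p = 0.0286). Without homo replicate 1 it was +12.8 points, and without homo replicate 2 it was +35.8 points (exact permutation p = 0.0333). Unnamed clusters held 13.7% and 14.2% of WT, 11.6%, 10.6% and 8.87% of het, and 8.85% and 11.3% of homo cells. With doublets kept, 1 unnamed cluster closest to CD4 T cells held 45.4% of het replicate 3 and 39.1% of homo replicate 1. At resolution 2.0, 1 unnamed cluster closest to CD8 T cells held 38.2% and 32.1% of them. The lower CD8 T-like differences in these settings therefore go with many unnamed cells in the shallow libraries. In the main setting, 1 CD8 T-like cluster with a median of 486 UMIs held 44.8% of het replicate 3 and 42.5% of homo replicate 1. Whether these shallow cells are CD8 or CD4 T cells was not settled.

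**Figure D2:**
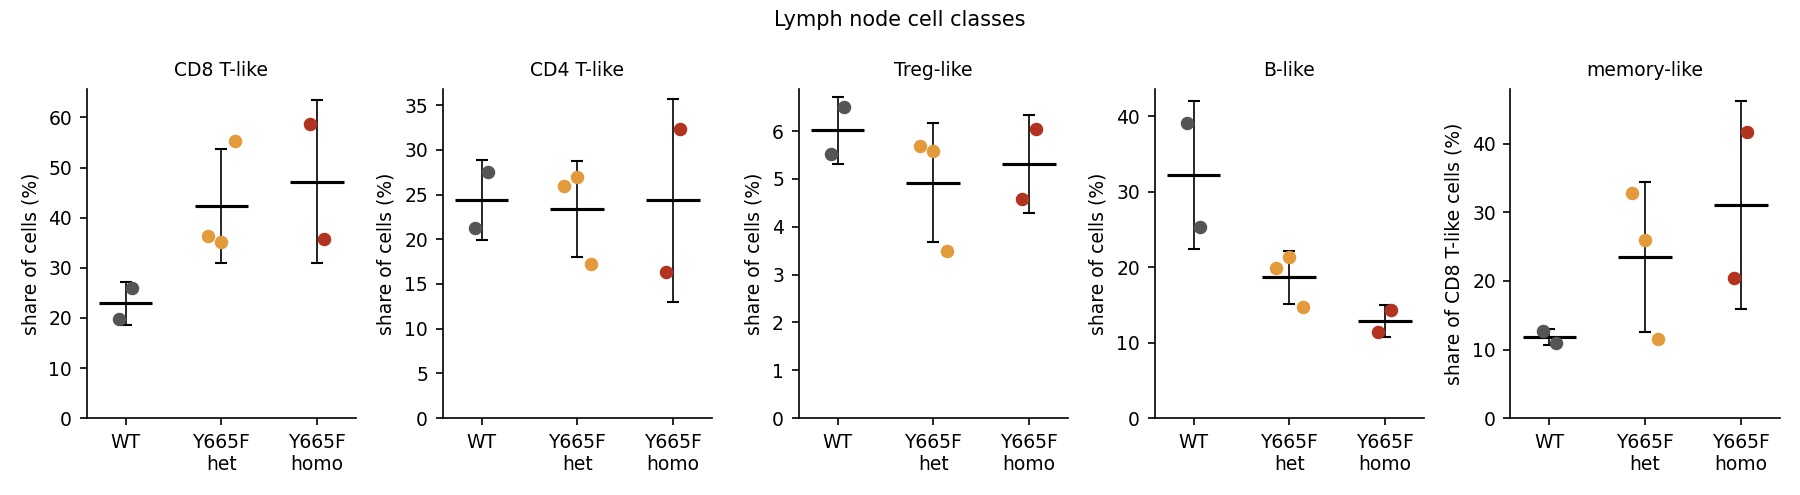
Percent of kept cells in each class (vertical axis) for the LN libraries of WT, Y665F het and Y665F homo mice, with 1 point per library and the group mean ± SD, the memory-like panel being percent of CD8 T-like cells. The B-like points fall from a mean of 32.2% in WT to 12.9% in homo, while the CD8 T-like means rise from 22.9% to 47.2%.

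Within CD8 T-like cells of the LN, memory-like cells made up 11.8% ± 1.16 in WT, 23.4% ± 10.9 in het and 31.1% ± 15.1 in homo, with a spread in het that reached down to the WT level (11.5% in its lowest library). The order of genotypes was not significant (exact permutation p = 0.152, adjusted p 0.32). The difference of homo against WT was +19.2 percentage points, and ran from −2.92 points with each library clustered on its own to +41.9 points at resolution 2.0 (exact permutation p = 0.0286). With doublets kept it was +24.9 points (exact permutation p = 0.00952). Cells that were neither naive-like nor memory-like took 56.2% and 38.2% of CD8 T-like cells in WT, 23.1%, 38.2% and 87.1% in het, and 77.3% and 40.2% in homo. The highest values, 87.1% and 77.3%, were those of the shallowest libraries, so the share in them was poorly measured. Removal of either homo library left it above 0, at +8.55 points without homo replicate 2 and +29.9 points without homo replicate 1.

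TCR clonotypes of the LN were compared to ask whether the additional CD8 T cells came from expanded clones. Between 2533 (het replicate 2) and 5259 (WT replicate 2) cells per library carried both chains. Thinned to 2533 cells, 1.09% ± 0.374 (SD, n = 2) of WT cells, 4.0% ± 3.28 (n = 3) of het cells and 1.15% ± 0.621 (n = 2) of homo cells belonged to clonotypes of 2 or more cells (exact permutation p = 0.876). The het libraries ranged from 0.740% to 7.30%. The largest clonotype held 0.118% ± 0.0349 of WT, 0.185% ± 0.0820 of het and 0.127% ± 0.0128 of homo cells (exact permutation p = 0.981). Inverse Simpson diversity was 2499 ± 16.3, 2416 ± 95.5 and 2498 ± 17.9 (exact permutation p = 0.876). None of these 3 measures differed between genotypes by more than the spread between libraries. Among the CD8 T-like cells with both chains, not thinned, 0.804% and 0.421% belonged to expanded clonotypes in WT, 0.576%, 7.58% and 3.18% in het and 0.616% and 2.08% in homo (exact permutation p = 0.648). CD8 T-like cells made up 21.1% and 13.5% of the expanded cells in WT, 50%, 50% and 67.0% in het and 84.2% and 58% in homo (exact permutation p = 0.0190, before adjustment), so all 5 Y665F libraries lay above both WT libraries. These 2 tests were added after the data were seen, rest on 7 to 84 expanded CD8 T-like cells per library, and the latter share also moves with the CD8 T-like share of all cells. Limiting the cells to those of the expression library turned the homo minus WT difference in expanded cells negative (−0.206 percentage points).

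Gene expression in CD8 T-like cells was compared between all 3 LN genotypes (9429 genes tested). In homo against WT, 82 genes were called, 62 higher and 20 lower. DESeq2 called 55. Among the analysis settings, clustering each library on its own moved the count most, to 148, and leaving out WT replicate 2 lowered it to 21. Of the 52 genes called higher that passed the naming rule, the 5 with the largest rise were Dlg5, Cd163l1, Osbpl3, Gpr15 and Pdlim4. Cd163l1 (chromosome 7, 140218267 to 140231145) rose from 7.24 ± 1.03 CPM (SD, n = 2) to 67.8 ± 0.0424 CPM (n = 2), a log2 fold change of 3.21 (SE 0.215, edgeR adjusted p 1.77e-07). Dlg5 (chromosome 14, 24133953 to 24245920) changed by 3.24 (SE 0.543, adjusted p 0.00256), Osbpl3 (chromosome 6, 50293330 to 50456201) by 3.02, Gpr15 (chromosome 16, 58717433 to 58719070) by 3.01 and Pdlim4 (chromosome 11, 54054928 to 54069014) by 2.87. The largest falls among 19 such genes were those of Gm20400 (−2.23), Tmie (−2.18), Ccr9 (−1.96), Eng (−1.92) and Plekho1 (−1.80). Ccr9 (chromosome 9, 123678439 to 123784330) stood at 82.5 ± 3.42 CPM in WT and 19.7 ± 7.77 CPM in homo (SE 0.223, adjusted p 7.48e-05). Gm20400 is annotated as antisense and its value is uncertain, because the strand used in counting was not stated. The class pools naive-like and memory-like cells. Its ratio of memory to naive marker UMIs was 0.745 and 0.634 in WT and 1.52 and 2.08 in homo. Cd163l1 was among the leading genes of a memory-like sub-cluster and Ccr9 of a naive-like sub-cluster. A shift to memory may therefore underlie part of these calls. Pdlim4 was also a leading gene of a CD4 T-like cluster. CD4 T cells among the shallow CD8 T-like cells were not excluded. In het against WT, 21 genes were called (19 higher and 2 lower, against 15 by DESeq2), 2 without WT replicate 2 and 38 without het replicate 3. They included Cd163l1 (2.16), Drc1 (2.48) and Ccl5 (1.90, a marker that named the class). Between homo and het, Cd163l1 alone was called (1.05, SE 0.142, adjusted p 0.00801). That count was 0 without het replicate 2 or without homo replicate 2, 2 without homo replicate 1 and 3 without het replicate 3.

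In CD4 T-like cells of the LN (8868 genes tested), 28 genes were called in homo against WT, 21 higher and 7 lower. Without WT replicate 2 the count was 17, without homo replicate 2 it was 18, and DESeq2 called 17 (15 higher and 2 lower). The largest rises were those of Myo6 (chromosome 9, 80165031 to 80311729) by 3.07 (SE 0.274, edgeR adjusted p 1.39e-06) from 7.28 ± 0.349 to 57.1 ± 6.16 CPM (SD, n = 2 each), Coro2a by 2.69, Xdh by 2.13, Pde2a by 2.11 and 2610035D17Rik by 1.77. Pde2a shares 90.9% of its transcript with another annotated gene, and its counts are uncertain for that reason. The largest falls were Spsb1 (−2.33), Tmie (−1.74), Sox4 (−1.70), Gpr65 (−1.62) and Itm2a (−1.59, SE 0.176, adjusted p 2.26e-05). In het against WT 14 genes were called (11 higher and 3 lower), against 6 by DESeq2, 1 without WT replicate 2 and 9 without het replicate 1. Between homo and het, Myo6 (1.25, adjusted p 0.0184) and Pde2a (1.16, adjusted p 0.0184) were called. DESeq2 called neither, and the count was 0 without het replicate 1, het replicate 2 or homo replicate 2, and 5 without homo replicate 1. Whether CD8 T-like and CD4 T-like cells differed in their response was tested only for the STAT5 list, as given in the closing section.

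The 14 STAT5 target genes were tested as a list to ask whether Y665F raised their RNA in LN T cells. A shift to memory within CD8 T-like cells, as given above, could also move this list and the cytotoxic list. In CD8 T-like cells, 11 of them were expressed, with a median log2 fold change of 0.41 in homo against WT (8 of 11 higher, fry adjusted p 0.0356 over the 8 planned list results) and of 0.22 in het against WT (fry adjusted p 0.142). Of the 11 genes, 1 was called over all genes and 1 when adjusted over the list alone. Camera gave adjusted p-values of 0.0158 and 0.0688, so the homo call held under both tests and the het list passed neither. Among the analysis settings, the homo median ranged from 0.18 with doublets kept to 0.67 with each library clustered on its own. Leaving out 1 library gave medians from 0.21, without homo replicate 1, to 0.69. With doublets kept or without homo replicate 1, fry did not pass 0.05 even before adjustment. In het, keeping doublets turned the median to −0.057, while without homo replicate 2, which changes only the shared spread, fry passed 0.05 before adjustment. In CD4 T-like cells the median of 9 genes was −0.15 in homo (fry adjusted p 0.954), while their mean was 0.027, and −0.030 in het (fry adjusted p 0.833). The cytotoxic list had a median of 0.28 and a mean of 0.71 over 8 genes in CD8 T-like cells of homo against WT (7 of 8 higher, fry adjusted p 0.0171, camera adjusted p 6.27e-06). Of these 8 genes 1 was called over all genes and 1 when adjusted over the list alone. Ccl5 and Nkg7 also named the CD8 T-like class, and without them the list had a median of 0.24 and did not pass 0.05 under fry before adjustment.

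Each genotype has a single spleen library, which the study describes as several mice combined, so the differences have no replicate check. The study describes the spleen cells as isolated by CD45, a white blood cell marker. CD8 T-like cells made up 24.8% (exact 95% interval 23.7 to 25.8) of WT cells, 16.2% (15.4 to 17.1) of Y665H cells and 37.2% (35.8 to 38.6) of Y665F cells. Treg-like cells made up 4.32% (3.84 to 4.84), 3.87% (3.45 to 4.33) and 9.47% (8.66 to 10.3). The WT and Y665H intervals of the Treg-like share overlapped. B-like cells took 25.4%, 28.9% and 16.1%, CD4 T-like cells 29.5%, 28.8% and 20.9%, natural killer (NK)-like cells 5.0%, 4.07% and 3.51%, and neutrophil-like cells 1.34%, 7.60% and 5.13%. Unnamed clusters held 6.37%, 6.47% and 5.15%. Memory-like cells among CD8 T-like cells were 28.0% (25.8 to 30.3) in WT, 31.6% (28.9 to 34.2) in Y665H and 67.1% (64.9 to 69.3) in Y665F, and the rest stayed unnamed. The Y665F value was not stable. It included a sub-cluster of 609 cells, mostly of Y665F, whose memory markers had a mean log2 fold of −0.24, named because its naive markers were lower still (−0.59). Without that sub-cluster the shares were 23.9% (21.8 to 26.0), 28.8% (26.3 to 31.5) and 38.6% (36.4 to 40.9). At resolution 2.0 they were 21.5%, 27.1% and 50.2%. With each library clustered on its own the Y665F share was 31.1%, where WT was 27.8% and Y665H 30.2%.

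Expression in spleen CD8 T-like and Treg-like cells was described by ratios of CPM, with no test. The largest rises of Y665F over WT in CD8 T-like cells, as log2 ratios, were those of Ngp (3.94), Drc1 (3.93), Camp (3.88), Lcn2 (3.64) and Hspa1b (3.63), and the largest falls those of 1700062C10Rik (−2.95), Eng (−2.46), Tmie (−2.35), Gm12840 (−2.18) and Ccr9 (−2.18). Ngp, Camp and Lcn2 are neutrophil genes, and over 11 neutrophil markers the log2 ratio in B-like cells of the same libraries was 3.55. For Y665H over WT, Hbb-bs (3.81), Ngp (3.72), Hba-a2 (3.56), S100a9 (3.45) and Camp (3.36) rose most, and Gm30948 (−1.69), Klrg1 (−1.49), Klra9 (−1.44), S1pr5 (−1.19) and Zeb2 (−1.08) fell most. In Treg-like cells of Y665F, S100a9 (3.56), S100a8 (3.20), Gzmb (3.02), Crem (2.67) and Dapl1 (2.58) rose most, and Fas (−1.40), Prg4 (−1.36), Actn1 (−1.31), Klf7 (−1.31) and Gpr83 (−1.30) fell most. Treg-like cells of Y665H had their largest rises in S100a9 (3.79), Hbb-bs (3.72), S100a8 (3.44), Ttn (2.30) and Penk (1.89), and their largest falls in Mapk8 (−0.94), Suclg2 (−0.88), Phgdh (−0.88), AC149090.1 (−0.86) and AW011738 (−0.86). Hbb-bs and Hba-a2 are hemoglobin genes, and MEP/erythroid-like cells made up 0.0463% of WT and 0.601% of Y665H spleen cells. Free RNA from such cells was not tested as their source.

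The STAT5 list in spleen CD8 T-like cells had a median log2 ratio of 0.68 in Y665F over WT (12 genes), above all 10000 random lists, and of 0.13 in Y665H over WT (11 genes, percentile 99.6). In Treg-like cells the medians were 0.51 (11 genes, above all random lists) and −0.045 (10 genes, percentile 15.1). The cytotoxic list stood at 0.33 in Y665F (10 genes, above all random lists) and −0.37 in Y665H (9 genes, below all random lists) in CD8 T-like cells, and at 1.40 in Treg-like cells of Y665F (5 genes, above all random lists). The interferon list had medians of 0.048 (percentile 99.2) and 0.16 (percentile 99.9) in CD8 T-like cells of Y665F and Y665H, and of −0.044 (percentile 53.6) and 0.28 (percentile 99.2) in Treg-like cells. These positions describe the libraries compared and not the genotypes.

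BM was compared to ask how both changes affect blood-forming progenitors. Because each replicate number was of 1 sex, values are given for both replicates. Neutrophil-like cells made up between 0.0913% (Y665H replicate 2) and 1.68% (Y665F replicate 2) of kept cells. The methods of the study do not state whether progenitors were enriched before loading. The shares given are therefore shares of the cells in these libraries, and not frequencies in marrow. HSC/MPP-like cells made up 15.9% and 34.1% of WT cells in replicates 1 and 2, 22.2% and 30.5% of Y665H cells, and 40.9% and 70.4% of Y665F cells. The Y665F mean of 55.7% ± 20.9 (SD, n = 2) exceeded the WT mean of 25.0% ± 12.9 (n = 2) and the Y665H mean of 26.4% ± 5.86 (n = 2), but the order Y665H, WT, Y665F was not significant (exact two-sided permutation test over 6 libraries, p = 0.178, adjusted p 0.32, smallest p possible 0.0222). The difference of Y665F against WT was +30.7 percentage points, +15.9 without Y665F replicate 2 and +45.4 without Y665F replicate 1. Within each sex the Y665F library had the highest share, +25.0 points above WT in females and +36.3 points in males. With genotypes exchanged only within a sex, the exact permutation p was 0.278, where 0.0556 is the smallest p possible. MEP/erythroid-like cells made up 23.2% and 32.0% of WT, 38.5% and 36.3% of Y665H and 16.2% and 7.04% of Y665F cells. All 6 libraries followed the order (exact permutation p = 0.0222, adjusted p 0.1), with a difference of −16.0 percentage points in Y665F against WT (−7.03 points in females and −25.0 in males, and the smallest p possible, 0.0556, in the exact permutation test within sexes). GMP-like cells took 9.08% ± 3.19 in WT, 13.1% ± 2.69 in Y665H and 9.77% ± 1.20 in Y665F (exact permutation p = 0.333, n = 2 each), and B-like cells 4.91% ± 0.294, 3.13% ± 1.02 and 4.15% ± 2.41 (exact permutation p = 0.333). The MEP/erythroid-like difference moved most when unnamed clusters were added, to −24.8 points (exact permutation p = 0.0222), and lost its significance with each library clustered on its own (−19.8 points, p = 0.178 in the same exact test). The latter setting lowered the HSC/MPP-like difference to +18.4 points (exact permutation p = 0.578).

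Unnamed clusters held 44.6% and 9.49% of BM WT cells, 18.4% and 6.99% of Y665H cells and 14.02% and 0.710% of Y665F cells. With unnamed clusters added to their closest class, the HSC/MPP-like difference was +21.1 percentage points (exact permutation p = 0.0222). The unnamed cluster added here had a median of 807 UMIs. The lowest barcode of Y665F replicate 2 held 1179 UMIs, against 500 in every other BM library. The shares of that library therefore leave out shallow barcodes that the others keep, and the test does not account for this. Inside both progenitor classes the clusters separated by genotype. Of 5 HSC/MPP-like clusters, the 3 more frequent in Y665F than in WT held 98.5% and 99.97% of the HSC/MPP-like cells of Y665F, against 38.1% and 4.24% in WT and 5.18% and 2.96% in Y665H. Of 2 GMP-like clusters, 1 held 98.3% and 99.9% of the GMP-like cells of Y665F, against 17.9% and 3.17% in WT and 1.40% and 3.34% in Y665H. Of the cells in the other GMP-like cluster, 61.7% were named monocyte/macrophage-like at resolution 2.0 and 61.8% with at least 500 genes per barcode. Gene comparisons of Y665F with WT or Y665H in these classes therefore set largely different clusters beside each other, and do not separate cell state or type from expression within a cell type. The clusters also differed between the Y665F libraries. A cluster led by Egr1, Hlf, Socs2 and Nr4a1 held 49.99% of the cells of Y665F replicate 2 and 5.36% of those of Y665F replicate 1. Another, led by Ifitm1, Ly6a and Socs2, held 28.7% of Y665F replicate 1 and 2.38% of Y665F replicate 2. Of the 4 clusters named from multipotent progenitor markers, stress-response genes were among the leading genes of 2, Egr1 and Nr4a1 in the cluster of Y665F replicate 2 given above and Ier2 and Junb in a cluster mostly of WT and Y665H.

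**Figure D3:**
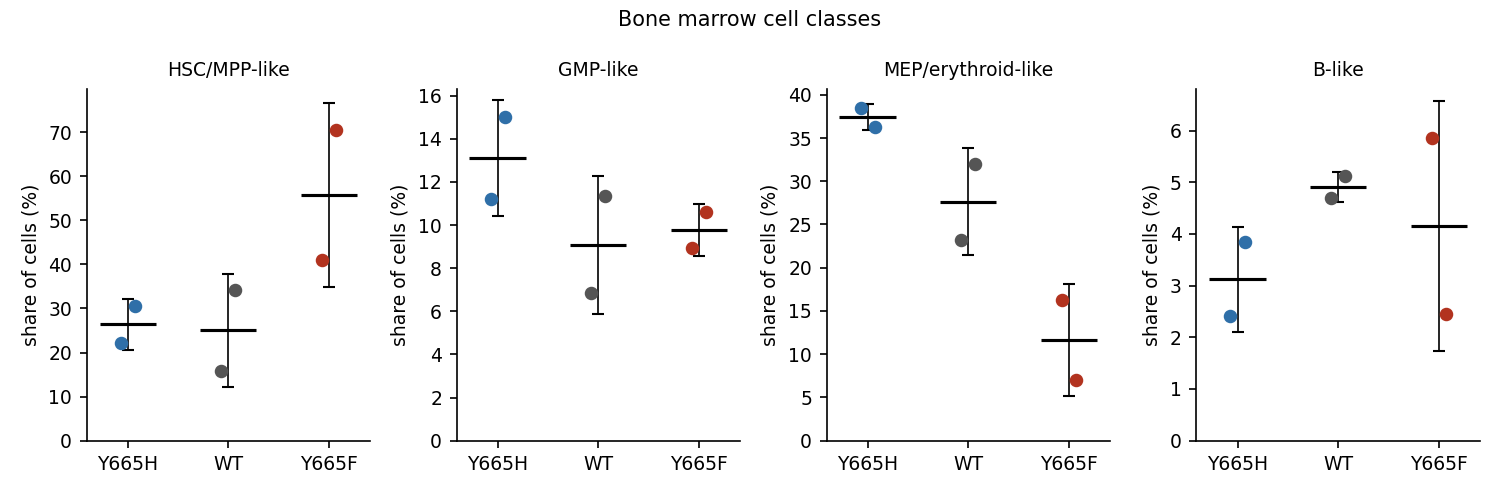
Percent of kept cells in each class (vertical axis) for the BM libraries of Y665H, WT and Y665F mice, with 1 point per library and the group mean ± SD. HSC/MPP-like cells reach 40.9% and 70.4% in Y665F, against 34.1% or less in WT, and MEP/erythroid-like cells lie at 16.2% and 7.04% in Y665F, below every other library.

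In HSC/MPP-like cells (11677 genes tested) 1595 genes were called in Y665F against WT, 645 higher and 950 lower. DESeq2 called 1337 (418 higher and 919 lower). Leaving out WT replicate 2 lowered the count most, to 774, and without Y665F replicate 2 it was 974. Correcting each library for its trend with transcript length and GC content left 935 calls, 680 of them among the 1595. The genes with the largest rises had almost no UMIs in WT. Podxl (chromosome 6, 31519488 to 31563981) had 605 UMIs in Y665F and 2 in WT, 59.4 times the WT level (95% counting interval 16.4 to 491), Slc17a8 857 and 3 UMIs (56.1 times, 19.1 to 272) and Enah 527 and 3 UMIs (34.5 times, 11.7 to 168). Prg2 and Timp3 followed, with log2 fold changes of 4.78 (SE 0.619, edgeR adjusted p 0.000192) and 4.27 (SE 0.556, adjusted p 0.000192). The largest falls were 1700003C15Rik (−5.96), Gm19331 (−4.72), Slc16a11 (−4.24), Tmem121 (−4.18) and Cox6a2 (−3.88). Slc16a11 (chromosome 11, 70212752 to 70216417) fell from 31.4 ± 4.31 to 1.80 ± 0.535 CPM (SD, n = 2 each, adjusted p 1.82e-06). In Y665F against Y665H 1959 genes were called (907 higher and 1052 lower), 865 without Y665H replicate 1. DESeq2 called 1671 (597 higher and 1074 lower). Slc17a8 had 0 UMIs in Y665H there and was at least 70.3-fold higher in Y665F.

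GMP-like cells (10678 genes tested) had 1686 calls in Y665F against WT, 803 higher and 883 lower, and DESeq2 called 1228 (390 higher and 838 lower). The count was 855 without Y665F replicate 2. After the length and GC correction it was 1080, with 782 of the 1686 among them. Socs2 (chromosome 10, 95385362 to 95417180), a STAT5 target, had 792 UMIs in Y665F and 3 in WT, 110.2 times the WT level (95% counting interval 37.6 to 536). Prg2 (5.90), S100a9 (4.29), Camp (4.04) and Ly6d (3.89) followed. S100a9 and Camp are neutrophil genes, and over 11 neutrophil markers B-like cells of the same libraries rose by a log2 ratio of 3.05. With each library clustered on its own, Camp changed by −0.20. Among the largest falls were Gm4316 (−3.60), Rrm2 (−2.58, SE 0.235, edgeR adjusted p 4.19e-06) and Aldoa (−2.56). Gm46620 (−4.05) and Eno1b (−2.69) also fell, but share 90.2% and 88.4% of their transcripts with other genes and are uncertain. In Y665F against Y665H 1791 genes were called (919 higher and 872 lower), 960 without Y665F replicate 2, and DESeq2 called 1328 (451 higher and 877 lower). The length and GC correction gave 707 higher and 444 lower.

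Whole BM libraries (13679 genes tested), which mix composition with expression, gave 2216 calls in Y665F against WT (1077 higher and 1139 lower) and 3396 in Y665F against Y665H (1778 higher and 1618 lower). Without Y665F replicate 2 the first count was 1412, and without Y665H replicate 1 the other was 2074. The length and GC correction gave 1768 calls against WT, 1110 higher and 658 lower, and 1855 higher and 807 lower against Y665H, so the balance of directions depended on it. The largest changes against WT were the rises of Prg2 (6.77), Slc17a8 (6.07), Podxl (6.06), S100a9 (5.22) and S100a8 (4.76) and the falls of Car1 (−3.18), Rhd (−3.15), Gm4316 (−3.13), Crip2 (−3.02) and Gm46620 (−3.01).

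Y665H against WT gave 0 calls by the edgeR quasi-likelihood test in HSC/MPP-like cells, GMP-like cells and whole BM libraries. At an unadjusted p under 0.05 there were 267, 303 and 723 genes, and DESeq2 also called 0 in each, with 202, 111 and 701 at an unadjusted p under 0.05. Leaving out 1 library gave at most 6 calls in HSC/MPP-like cells (without Y665F replicate 1), 2 in GMP-like cells (without Y665H replicate 1) and 85 in whole libraries (without WT replicate 2). With sex as a term in the model, the counts for Y665H against WT were 8, 5 and 33, while those for Y665F against WT were 1772, 1907 and 2381. Across the genes called for Y665F, the log2 fold changes of Y665H and of Y665F against the same WT libraries had Spearman correlations of 0.255 in HSC/MPP-like cells, 0.485 in GMP-like cells and −0.133 in whole libraries. Simulated Y665H libraries without any change gave medians of 0.389, 0.431 and 0.316, because both comparisons share the WT libraries. Genes are not independent replicates, and no p-value was computed from them.

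Of the STAT5 target genes, 11 were expressed in HSC/MPP-like cells. Their median log2 fold change was 0.17 in Y665F against WT and their mean 0.68 (7 of 11 higher, fry adjusted p 0.0171, camera adjusted p 0.0244), and 3 were called, over all genes and when adjusted over the list alone. In Y665H against WT the median was −0.13 (fry adjusted p 0.240, camera adjusted p 0.0785, 0 of 11 called). Without WT replicate 1, fry passed 0.05 before adjustment. The interferon list had a median of −0.081 over 15 genes in Y665F against WT (fry adjusted p 0.833, camera adjusted p 0.650), with 1 called over all genes and 1 when adjusted over the list alone. Its median was 0.10 after the length and GC correction.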

Values the study reported

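In T cells lacking STAT5 that were transduced with retroviruses, a population other than the cells analysed here, the study reported 141 differentially expressed genes for wild-type STAT5B against an empty retrovirus. It gave 363 genes as induced by N642H, 318 by Y665F and 23 by Y665H. Citing earlier work, it reported that 13% of the offspring of heterozygous Y665F parents were homozygous, where 25% would follow from Mendelian inheritance.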

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

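The tests of Stat5b within GMP-like cells and of Stat5a within the BM classes were chosen only after the result was seen.

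The change of Stat5b in Y665F against WT differed between tissues. In 1 edgeR model over LN and BM libraries, Stat5b rose in BM by a log2 fold change of 0.83, with both Y665F libraries above both WT libraries, and changed by −0.15 in LN homo against WT. A test of the difference itself gave 0.97 (SE 0.222, edgeR adjusted p 0.00931). The same difference for Stat5a was 0.47 (adjusted p 0.179). The rise in BM progenitors was not specific to Stat5b, since Stat5a rose in HSC/MPP-like cells of Y665F by 1.12 (SE 0.244, adjusted p 0.00497; 1.06 and 0.0674 without WT replicate 2) and in GMP-like cells by 0.65 (adjusted p 0.0732). A trend of the BM libraries with transcript length and GC content was argued against as the whole cause of the rise in HSC/MPP-like cells. Stat5b there kept a log2 fold change of 0.61 once the trend was taken out (SE 0.184, edgeR adjusted p 0.0445, against 0.88 and adjusted p 0.011 with the trend left in). With the trend left in, the adjusted p of this rise was 0.137 without WT replicate 2 and 0.0607 without Y665F replicate 2 (0.77 each), and ran from 0.00262 to 0.137 over the alternatives. A different mix of cells cannot be told apart from a change within cells. Stat5b rose by 0.91 within GMP-like cells (adjusted p 0.0103), but by 0.59 with each library clustered on its own (adjusted p 0.226) and by 0.72 without WT replicate 2 (adjusted p 0.150) or without Y665F replicate 2 (adjusted p 0.101). Y665F and WT cells of that class also lay in different clusters, as 1 of its 2 clusters held 98.3% and 99.9% of the Y665F cells and 17.9% and 3.17% of the WT cells. Other explanations remain open too. LN and BM differ in cell types, BM libraries mix sexes while LN libraries are male, and the BM labels give no zygosity. The difference between tissues was tested without a correction for transcript length. Fold changes against WT had Spearman correlations with length of 0.459 in whole BM libraries of Y665F. In LN homo these were −0.222 in CD8 T-like and −0.179 in CD4 T-like cells, so such trends can play a part in the difference. A response of the Stat5b gene to its own altered product in progenitors is a hypothesis that was not tested.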

How the results depend on the processing

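The length and GC correction, the addition of unnamed clusters, the lists without naming markers, the limit on memory-like spleen sub-clusters, resolution 2.0 in the spleen and the tests within sexes were chosen after the data were seen, and the other alternatives were planned. Where 1 library was left out of a group of 2, the lone library was assumed to vary like those of the other groups.

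Of 135 values of 15 counts of called genes under the alternatives other than leaving out a library, 96 stayed within 1.5 times, 13 were lower and 26 higher. The causes were not tested unless given. Without the low-count filter, which tests more genes, CD8 T-like cells gave 142 (homo against WT), 58 (het against WT) and 8 (homo against het), CD4 T-like cells 55 and 24 against WT, and Y665H against WT 29, 9 and 43 in HSC/MPP-like cells, GMP-like cells and whole BM. Doublets kept gave 127 and 48 in CD8 T-like cells (homo and het against WT) and 43 and 5 in CD4 T-like cells (homo against WT and het). A minimum of 500 genes gave 129, 46 and 2 in CD8 T-like cells and 47 and 13 in CD4 T-like cells for homo against WT and het. Each library clustered on its own gave 148, 48 and 0 in CD8 T-like and 63, 34 and 9 in CD4 T-like cells. Thinning, which lowers depth, gave 12, 3 and 0 in CD4 T-like cells, and DESeq2 17, 6 and 0. The length and GC correction gave 0 for CD8 homo against het, 935 and 1177 in HSC/MPP-like cells (Y665F against WT and Y665H) and 1080 and 1151 in GMP-like cells.

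The replicate numbers did not pair the libraries by their labels or by every correlation, although in BM they go with sex. Correlations of deviations between same-numbered libraries ran from −0.173 to −0.033 in LN classes and from −0.304 to 0.412 in BM. With the replicate number as a block, CD8 homo against het gave 5 calls, CD4 homo against het 1, Y665H against WT 8, 5 and 33 in HSC/MPP-like, GMP-like and whole BM, and the cytotoxic list a median of 0.28, past the threshold no longer.

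Of 75 values of 8 list results, 59 kept their direction and their side of a fry p of 0.05 before adjustment, and 7 reversed. The CD8 STAT5 list had medians of 0.18 in homo with doublets kept, which no longer passed, and in het of −0.057 with doublets kept and of 0.20 with thinning, 0.45 with each library on its own and 0.22 under camera, each of which passed. The CD4 STAT5 list had 0.14 without the filter, 0.028 with 500 genes and 0.033 with each library on its own in homo, and 0.082 without the filter in het. With thinning (−0.26) and with 500 genes (−0.038) the het list passed. Camera moved the Y665H list in HSC/MPP-like cells (−0.13) past the threshold. The cytotoxic list without naming markers had 0.24 and no longer passed. The interferon list had 0.10 after the length and GC correction and 0.040 with each library on its own.

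Of 56 values of 9 shares, 44 were the same and 3 reversed. Among the 44 are 4 values within sexes, where no p under 0.05 was possible. For MEP/erythroid-like cells the exact permutation p was 0.0556 there, against 0.0222 in the main test. That value kept its direction but not its side of 0.05. The LN B-like change by edgeR on cell counts was −1.32, past 0.05 as in the exact test. Differences in percentage points were 26.6 (unnamed added) and 22.3 (500 genes) for LN CD8 T-like cells, whose log2 change by edgeR on cell counts was 1.04, past 0.05 before adjustment, −16.8 for LN B-like cells with each library on its own, 24.9 (doublets kept), −2.92 (own clustering) and 41.9 (resolution 2.0) for memory-like cells, 21.1 for HSC/MPP-like cells (unnamed added), −0.143 for GMP-like cells (doublets kept), −19.8 for MEP/erythroid-like cells (own clustering; −1.25 as log2 change by edgeR on cell counts, no longer past 0.05) and 0.168 for BM B-like cells (own clustering). The CD8 T-like difference also fell to 9.33 points with doublets kept, 9.98 at resolution 2.0 and 12.7 with each library on its own, so its size is not settled. CD8 T-like cells of the shallow het replicate 3 and homo replicate 1 numbered 2758 and 3042, against 954 and 1433 at resolution 2.0. Of 12 TCR values 4 reversed, none of them with beta-chain clonotypes or the deposited clonotype number. Expanded TCR cells changed to −0.206 (cells of the expression library) and −0.00202 points (no thinning), the largest clonotype to −0.0253 points and inverse Simpson diversity to 9.81 (cells of the expression library).

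Spleen shares stayed within their intervals in 26 of 39 values. With each library on its own CD8 T-like cells were 38.8% in Y665F and 17.2% in Y665H. Memory-like shares with 500 genes were 23.8% in WT, 28.6% in Y665H and 39.1% in Y665F, and the Y665F share was 61.1% with doublets kept and 31.1% with each library on its own. Limited to sub-clusters with a mean memory fold of at least 0.1, they were 23.9% in WT, 28.8% in Y665H and 38.6% in Y665F, because a sub-cluster at −0.24 left the class. At resolution 2.0 they were 21.5%, 27.1% and 50.2%. Both LN memory-like sub-clusters lay above that limit (0.91 and 0.96).

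Leaving out each library gave ranges of called genes of 21 to 111, 2 to 38 and 0 to 3 in CD8 T-like cells (homo and het against WT, homo against het), 17 to 40, 1 to 18 and 0 to 5 in CD4 T-like cells, 774 to 2258, 0 to 6 and 865 to 2533 in HSC/MPP-like cells (Y665F and Y665H against WT, Y665F against Y665H), 855 to 2123, 0 to 2 and 960 to 2302 in GMP-like cells, and 1412 to 2632, 1 to 85 and 2074 to 3604 in whole BM. List medians ranged from 0.21 to 0.69 and 0.088 to 0.42 (CD8 STAT5, homo and het), −0.25 to 0.027 and −0.16 to 0.0048 (CD4 STAT5), 0.17 to 0.33 and −0.31 to −0.072 (HSC/MPP STAT5, Y665F and Y665H), −0.50 to 0.41 (interferon) and 0.22 to 0.39 (cytotoxic). Share differences ranged from 12.8 to 35.8 (LN CD8 T-like), −8.07 to 7.94 (CD4 T-like), −1.43 to 0.0229 (Treg-like), −26.3 to −12.4 (B-like), 8.55 to 29.9 (memory-like), 15.9 to 45.4 (HSC/MPP-like), −1.57 to 2.94 (GMP-like), −20.6 to −11.4 (MEP/erythroid-like) and −2.46 to 0.952 points (BM B-like). TCR differences ranged from −0.384 to 0.494 points (expanded), −0.0154 to 0.0340 points (largest clonotype) and −13.9 to 11.4 (inverse Simpson).

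Of 1208 values for single genes under the alternatives other than leaving out a library, 1144 were the same, 43 were weaker and 15 reversed. With 1 library left out, 690 of 761 values were the same and 11 reversed. The values given next are from the other alternatives. With each library on its own Camp in GMP-like cells of Y665F against WT was −0.20 and S100a9 against Y665H −2.38. Stat5a in GMP-like cells of Y665H against WT was 0.0039 without the filter and 0.094 after the correction, and −0.059 in HSC/MPP-like cells with thinning. Stat5a in CD4 T-like cells was 0.10 in het with thinning and, in homo, 0.11 (doublets kept), 0.088 (500 genes) and 0.054 (own clustering). In CD8 T-like cells Stat5a was 0.033 in het with thinning and −0.038 (500 genes) and −0.077 (own clustering) in homo. Stat5b in CD4 T-like cells of homo was 0.12 with thinning. Leaving out 1 library, Stat5a ranged from −0.29 to 0.18 in GMP-like cells, −0.10 to 0.44 in HSC/MPP-like cells and −0.051 to 0.11 in whole BM for Y665H against WT, −0.61 to 0.10 in CD4 T-like cells of homo, −0.21 to 0.29 in CD8 T-like cells of het and −0.087 to 0.41 in CD8 T-like cells of homo. None of these Stat5a changes was called.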

Other observations

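The tests of Cd8b1, of spleen memory markers, of gamma-delta genes, of the LN calls in the spleen and of unnamed BM cells were chosen only after the results were seen.

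The CD8 T-like share of the LN was highest in the shallow libraries het replicate 3 (55.4%) and homo replicate 1 (58.7%). Depth as the whole cause of the higher share was argued against by Cd8b1, which needs no cell calls and rose along the genotype order (325 and 417 CPM in WT, 593, 578 and 586 CPM in het, 689 and 587 CPM in homo, exact two-sided permutation p = 0.0286). Cd8a stood at 185 and 223 CPM in WT, 313, 289 and 302 CPM in het and 341 and 286 CPM in homo, with all 5 Y665F libraries above both WT libraries but no order between het and homo (exact permutation p = 0.152). More Cd8b1 or Cd8a RNA per cell would raise these values too, and was not told apart from more cells. The size of the share in the shallow libraries stays open, since the difference of homo against WT fell to 9.33 percentage points with doublets kept (exact permutation p = 0.438), 9.98 points at resolution 2.0 (p = 0.438) and 12.7 points with each library clustered on its own (p = 0.276). For memory-like cells, depth as the whole cause was argued against by the ratio of memory to naive marker UMIs in CD8 T-like cells, which was 0.745 and 0.634 in WT, 1.39, 1.12 and 1.08 in het and 1.52 and 2.08 in homo (exact permutation p = 0.00952, the smallest possible). This ratio still rests on the same CD8 T-like cells, and the memory-like difference was −2.92 points with each library clustered on its own, so its size stays open too. In spleen the ratio was 1.02 in WT, 0.971 in Y665H and 2.96 in Y665F.

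Whether the STAT5 list rose more in CD8 T-like than in CD4 T-like cells was tested directly over 9 genes in both classes. The difference in mean log2 CPM was 0.719 and 0.820 in WT, 1.19, 1.11 and 0.585 in het and 0.996 and 1.06 in homo. Both homo libraries and het replicates 1 and 2 lay above both WT libraries, and the shallow het replicate 3 lay below both. The difference did not follow the genotype order (exact permutation p = 0.648). A stronger change in CD8 T-like cells therefore cannot be told apart from none with 7 libraries.

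Genes called in CD8 T-like cells of LN homo against WT were looked up in the unreplicated spleen pair, where 20 UMIs over both libraries were enough. Of 62 called higher, 59 (95.2%) were higher in the Y665F spleen, against a median of 29.0% in random lists, with 0 of 10000 random lists as high, and 20 of 20 called lower (100%) were lower, against 70% and 9 of 10000 random lists. For Y665H over WT 31 of 61 and 6 of 20 moved that way, against medians of 50.8% and 50% in random lists. Of 10000 random lists, 5016 and 9840 were as high. A shift of CD8 T-like cells to memory may give the same pattern and was not excluded.

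Cd163l1 and Tcrg-C1 rose in LN CD8 T-like cells of homo against WT (3.21 and 4.98). Gamma-delta T cells in the class are an unlikely source, as Trdc did not rise (−0.69, SE 0.364, edgeR adjusted p 0.425).

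Expanded TCR cells were most frequent in het replicates 2 and 3 (7.30% and 6.22% unthinned). In replicate 2, cells of clonotypes of 2 held 0.534 times the expression UMIs of single-cell clonotypes, which is consistent with 1 cell read under 2 barcodes, and 0 of 10000 random draws of cells were as low. The ratio was 0.770 in replicate 3. It was also low in libraries without such an excess, at 0.690 in WT replicate 1 and 0.628 in homo replicate 2 (0 of 10000 draws each), so a low ratio does not by itself account for the excess. For replicate 3 the explanation cannot be told apart from real pairs, as its ratio lies within the range of the other libraries. Clonal expansion of memory cells stays open as well. The memory-like share in expanded clonotypes was lower by a difference of −9.37 points in replicate 2 and −3.31 points in replicate 3, but the paired cells were shallower.

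The higher HSC/MPP-like share in BM Y665F was weighed against the cells that stayed unnamed. With unnamed clusters added to their closest class, the share was 42.9% and 38.4% in WT, 30.9% and 32.3% in Y665H and 52.7% and 70.9% in Y665F. If all unnamed cells of a library were HSC/MPP-like, WT replicate 1 would reach 60.5%, and the lowest Y665F share would lie at −19.6 percentage points from it. WT replicate 2 would reach 43.6%, also above the lowest Y665F share of 40.9%, and the Y665H libraries 40.7% and 37.5%. With their own unnamed cells counted in, the Y665F libraries would reach 54.9% and 71.1%. On that basis WT replicate 1 would still lie above the lower Y665F library, while WT replicate 2 and the Y665H libraries would lie below both. Unnamed cells as the cause cannot be told apart from a higher share for this reason, and an effect of genotype stays open. The lowest barcode of Y665F replicate 2 held 1179 UMIs, against 500 in every other BM library. Its named and unnamed shares therefore leave out shallow barcodes that the other libraries keep. Sex was split evenly over genotypes, and each sex holds 1 library per genotype.

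Fold changes of BM Y665F against WT followed transcript length (Spearman correlation across genes, which are not independent, 0.512 in HSC/MPP-like cells, 0.440 in GMP-like cells and 0.459 in whole libraries). Taking the trend out kept 680 of 1595 calls in HSC/MPP-like cells and lost 915, kept 782 and lost 904 in GMP-like cells, and kept 1340 and lost 876 in whole libraries. Most calls in the classes may therefore rest on this trend, while it is not the whole cause. Since Y665F and WT cells of these classes lay in largely different clusters, a different mix of cell states or types inside a class stays open for all of these calls. Whether the trend is technical or part of the response cannot be told apart for the calls lost in whole libraries. Shared sequence was argued against as the whole cause, as 6.11% of genes called lower in HSC/MPP-like cells shared most of their transcript with another gene, against 3.12% of the genes tested. Such genes differed from matched genes by −0.14, which leaves a small part open.

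Opposite effects of Y665H and Y665F on the same BM genes were weighed against simulations with shared WT libraries. The correlation was 0.485 in GMP-like cells, above the simulated 0.378 to 0.479. It was 0.255 in HSC/MPP-like cells and −0.133 in whole libraries, below the simulated 0.343 to 0.427 and 0.265 to 0.353. The length trends run in opposite directions (−0.278 and −0.443 for Y665H against WT in HSC/MPP-like cells and whole libraries) but do not account for the low values, since with the trends taken out the correlations were 0.312 and −0.025, still below the simulated ranges, and 0.496 in GMP-like cells. Opposite effects predict a value below the simulated range, which GMP-like cells did not show, although a simulated range excludes nothing by itself. For HSC/MPP-like cells and whole libraries, opposite effects cannot be told apart from other differences between libraries, because the simulated genes vary independently while real libraries can deviate over many genes together. Whole libraries also mix composition, and the MEP/erythroid-like share was 38.5% and 36.3% in Y665H, 23.2% and 32.0% in WT and 16.2% and 7.04% in Y665F. In Y665H against WT, edgeR and DESeq2 called 0 genes in HSC/MPP-like cells, GMP-like cells and whole libraries, with 267, 303 and 723 genes at an unadjusted p under 0.05 by edgeR and 202, 111 and 701 by DESeq2. With sex as a term, edgeR called 8, 5 and 33.

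Neutrophil genes rose in lymphocytes of the Y665F and Y665H spleens and in BM GMP-like cells of Y665F. Free RNA from neutrophils is a candidate source, since 11 neutrophil markers rose in B-like cells too, by log2 ratios of 3.55 (spleen Y665F), 3.66 (spleen Y665H) and 3.05 (BM Y665F), the last above the 2.23 in GMP-like cells.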
